# The Transcriptomic Basis of Oviposition Behaviour in the Parasitoid Wasp *Nasonia vitripennis*

**DOI:** 10.1371/journal.pone.0068608

**Published:** 2013-07-19

**Authors:** Bart A. Pannebakker, Urmi Trivedi, Mark A. Blaxter, Rebekah Watt, David M. Shuker

## Abstract

Linking behavioural phenotypes to their underlying genotypes is crucial for uncovering the mechanisms that underpin behaviour and for understanding the origins and maintenance of genetic variation in behaviour. Recently, interest has begun to focus on the transcriptome as a route for identifying genes and gene pathways associated with behaviour. For many behavioural traits studied at the phenotypic level, we have little or no idea of where to start searching for “candidate” genes: the transcriptome provides such a starting point. Here we consider transcriptomic changes associated with oviposition in the parasitoid wasp *Nasonia vitripennis*. Oviposition is a key behaviour for parasitoids, as females are faced with a variety of decisions that will impact offspring fitness. These include choosing between hosts of differing quality, as well as making decisions regarding clutch size and offspring sex ratio. We compared the whole-body transcriptomes of resting or ovipositing female *Nasonia* using a “DeepSAGE” gene expression approach on the Illumina sequencing platform. We identified 332 tags that were significantly differentially expressed between the two treatments, with 77% of the changes associated with greater expression in resting females. Oviposition therefore appears to focus gene expression away from a number of physiological processes, with gene ontologies suggesting that aspects of metabolism may be down-regulated during egg-laying. Nine of the most abundant differentially expressed tags showed greater expression in ovipositing females though, including the genes *purity-of-essence* (associated with behavioural phenotypes in *Drosophila*) and *glucose dehydrogenase* (*GLD*). The GLD protein has been implicated in sperm storage and release in *Drosophila* and so provides a possible candidate for the control of sex allocation by female *Nasonia* during oviposition. Oviposition in *Nasonia* therefore clearly modifies the transcriptome, providing a starting point for the genetic dissection of oviposition.

## Introduction

A key challenge facing biologists is to link the genotype to the phenotype [1]. For behaviour this is a particular challenge, as behaviours may be complex, highly environment-dependent phenotypes [2]–[4]. The rationale for trying to understand the genotype-phenotype map is either mechanistic (how are organisms made?) or functional (what genes generate the variation that evolution acts upon?). Traditional approaches to this problem have either worked from the bottom-up, exploring the phenotypic consequences of mutants to elucidate the pathways that generate phenotypes up the hierarchy of biological organisation (from cells, to tissues, to whole organisms), or instead they have worked from the top-down, seeking to describe whole organism variation in terms of genes or genomic regions. Both approaches have proved successful (for textbook treatments see [5]–[8]). However, it has become clear that, despite this success, we need to bridge the gap between these two approaches more completely if we are to map DNA sequences onto phenotypic variation, and thus link the molecular and phenotypic evolution of behaviour [9], [10].

Part of the problem has been that early optimism regarding the genetic basis of behaviour has been confounded by the number (and to some extent the identity) of genes associated with behavioural phenotypes [11]. In some fortunate cases, one or a few known genes do appear to provide a good understanding of the genetic basis of a given behaviour, and naturally-occurring variation in those genes has been identified. Perhaps two of the best examples involve the rover-sitter polymorphism in *Drosophila melanogaster* larvae that influences foraging strategies and length of foraging trails (associated with the *foraging* (*for*) gene, now known to be a cGMP-dependent protein kinase [12], and also the mechanism underlying circadian behavioural rhythms, again in *Drosophila* (associated with genes such as *period* and *timeless* [13]). However, these apparently simple single- or few-gene examples are rare and perhaps more complex than originally thought. It is becoming increasingly clear that many hundreds of sequences, coding and non-coding, may act in concert to influence behavioural phenotypes, and that individual mutations may vary in their phenotypic effects depending upon the genetic background (for instance outside of the standard laboratory genetic backgrounds of model organisms [11]). Indeed, despite the success of quantitative trait loci (QTL) studies in identifying genomic regions associated with many traits [14], including complex behaviour (such as sex allocation [15]), more recent work has confirmed that QTL or genome-wide association studies (GWAS) can give an unrealistically simple view of genetic architecture (for critiques see [9], [16]). This is exemplified by the “missing heritability” problem [17]. Even when a gene is found to be associated with a particular behaviour it may be a highly upstream gene with many pleiotropic effects (e.g. *fruitless* in *Drosophila melanogaster* [18]). Mutations of such genes may yield behavioural pathologies, but it remains an open question as to whether such loci, or their regulatory sequences, typically contribute to the segregating variation in natural populations of interest to evolutionary biologists.

Recent developments in microarray and sequencing technologies have offered an alternative approach that may help fill this gap: the large-scale analysis of the genes actually expressed in cells or tissues, or during key periods of development or behaviour [3], [4], [19]–[23]. These transcriptomic approaches offer a means of directly exploring which genes are associated with complex phenotypes such as behaviour, and experiments can reveal changes in gene regulation associated with changes in those phenotypes. For instance, recent work has revealed some of the genes and genetic networks associated with changes in female behaviour after mating in species of *Drosophila* [24]–[30], the Mediterranean fruit fly *Ceratitis capitata* [31], the honey bee *Apis mellifera* [32], [33], and the parasitoid wasp *Nasonia vitripennis* (R. Watt, U. Trivedi, T.J. Park, M. Blaxter and D.M. Shuker, unpublished data). These data may help identify physiological and neurological mechanisms associated with behaviours, and thus “candidate genes”, which is important as many of the behaviours studied by behavioural ecologists may be far removed from the often simpler behaviours that are studied in behaviour genetics laboratories. However, an animal’s behavioural repertoire is also influenced by the existing neural architecture and its physiology, such as titres of hormones and other signalling molecules, and so it remains an open question as to whether changes in gene expression contemporaneous to the performing of a behavioural act can meaningfully identify genes associated with that behaviour.

Here we consider whether a transcriptomic approach can reveal changes in gene expression during oviposition in the parasitoid wasp *Nasonia vitripennis*. Oviposition is a fundamental physiological process for females that need to invest limited resources into the production and maturation of eggs, which could otherwise have been invested in other somatic functions [34]. Furthermore, oviposition is a crucial reproductive decision that females of many species have to make. In terms of insects such as parasitoid wasps, oviposition is a key determinant of larval success and is the only form of parental care a female will provide for her offspring [35]. For *Nasonia*, females have to find and choose suitable hosts (blowfly pupae of the appropriate species, quality and developmental stage). They then have to decide how many eggs to lay (*Nasonia* are gregarious, laying multiple eggs per host puparium), and what sex ratio to produce. There is substantial evidence from *Nasonia* that females use an array of cues when finding, choosing and utilising hosts for egg-laying [36]–[40]. However, our understanding of the genetics underlying these important processes and decisions remains very limited [15], [34], [41], [42].

Importantly, a fully sequenced genome is available for *Nasonia vitripennis* and two of its con-geners (*N*. *longicornis* and *N*. *giraulti*), providing a starting point for genomic analyses of complex traits [43]. We have taken advantage of the availability of whole-genome information and associated gene annotations to explore what genes are expressed by female *Nasonia vitripennis* during oviposition. Insight into the genetic background of parasitoid oviposition will be crucial to understand how evolution acts upon a this fundamental physiological and behavoural trait. To the best of our knowledge, this is the first description of the oviposition transcriptome for any parastioid wasp.

## Materials and Methods

### Study organism

*Nasonia vitripennis* (Hymenoptera: Chalcidoidea) is a generalist gregarious wasp that parasitises large dipteran pupae (including Sarcophagidae and Calliphoridae [43], [44]). Depending on the host species, females oviposit between 20–50 eggs on an individual host, with male offspring emerging just before females (after approximately 14 days at 25°C). Females are synovigenic, i.e. they are born with a limited number of mature eggs in their ovarioles, but can produce and mature further eggs provided they have protein resources available [45]. Males have small wings and are unable to fly, remaining close to the emergence patch where they compete with each other for matings with emerging females. Females are fully winged and typically mate only once before dispersing to find new hosts.

The wasps used in this experiment were from the AsymC strain, which was isolated in 1986 by curing the wild-type strain LabII of *Wolbachia* [46]. Wasps have been maintained on *Calliphora vomitoria* or *C*. *vicina* hosts at 25°C, 16L: 8D light conditions since this time, allowing AsymC to become highly inbred. The AsymC line was sequenced and annotated in the *Nasonia* genome project [43], allowing for the direct mapping of our transcriptomic data on to the available genomic resources.

### Oviposition experiment

In order to control for possible host and genotype effects, we isolated a single 2-day old mated AsymC female in a glass vial and provided her with a single host to produce F1 daughters. Eight 2-day old mated F1 females were subsequently provided with three hosts to produce the F2 test females. We randomly selected one host from each F1 female, and isolated 16 2-day old mated F2 test females in glass tubes, of which eight were randomly allocated to the oviposition treatment and eight to the resting treatment. We provided the test females with a single host for 24 hours as pre-treatment to facilitate egg development [45]. We then discarded the pre-treatment hosts and gave each female a piece of chromatography paper soaked in honey solution for a further 24 hours.

For the experiment, we transferred the females to 1.5 mL Eppendorf tubes that contained a single host for the oviposition experiment, or were empty for the resting treatment. After 60 mins, females were flash-frozen in liquid nitrogen and stored on dry-ice until the addition of RNAlater-ICE (Ambion, Austin, TX, USA) after which they were transferred to −20^o^C. All females in the oviposition treatment were observed to have commenced ovipositing. We pooled the F2 test females from each F1 mother according to treatment, generating a total of eight pooled samples per treatment (consisting of 8 females per pool) for RNA isolation and sequencing (i.e. N = 16 for the whole experiment).

### RNA isolation

RNA was isolated using Qiagen RNeasy Mini Kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s protocol. We further purified our samples using Turbo DNase (Ambion, Austin, TX, USA) and tested the integrity and concentration of our samples using a NanoDrop spectrophotometer (Nanodrop Technologies, Wilmington, DE, USA).

### Digital gene expression tag profiling (DGE)

Tag library preparation was done using the DGE-Tag Profiling for *Nla*III Sample Prep kit (Illumina, San Diego, CA, USA) according to the manufacturer’s protocol. In short, mRNA was first captured from the total RNA by magnetic oligo(dT)beads. mRNA was then converted into cDNA and bead-bound cDNA was subsequently digested with *Nla*III. Fragments other than the 3' cDNA fragments attached the beads were washed away, and a *Nla*III-adapter containing a *Mme*I recognition site was ligated to the 5' end of the bead-bound cDNA. *Mme*I cuts to 21bp downstream from its recognition site, creating 21bp tags that start with the *Nla*III recognition site, CATG. A second adapter was then ligated at the *Mme*I site, allowing for PCR amplification, followed by attachment of the enriched tags to the surface of the sequencing flowcell in which they were sequenced by synthesis using the Illumina Genome Analyzer I system at GenePool, the University of Edinburgh's in-house sequencing facility. The raw data (tag sequences and counts) were deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE43352 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE43352).

### DGE tag mapping and filtering

Reads were first aligned against the *Nasonia vitripennis* genome (Nvit1.0, ftp://ftp.hgsc.bcm.tmc.edu/pub/data/Nvitripennis/fasta/Nvit_1.0/linearized_sequence) using MAQ 0.6.8 [47], allowing for a 2bp mismatch between the 21bp tag and reference sequence. Only tags with a phred mapping quality threshold of 30 were used in further analysis, corresponding to one wrongly aligned sequence in 1000. We then aligned the remaining tags to the *Nasonia* Official Gene Set (OGS) v.1.2 (http://hymenopteragenome.org/Nasonia/) using the same mapping settings. Tags that failed to map to the *Nasonia* genome or the OGS were classed as null and not considered in further analysis. Whilst DGE tag profiling produces both sense and antisense tags, the majority of antisense tags produced in our set-up are most likely the result of technical artefacts [48]. We therefore deemed it appropriate to remove all antisense tags from our analysis. Transcripts present at extremely low abundance are a common source of noise in these kinds of studies and likely include technical artefacts. We therefore also excluded tags that had 15 or less reads across all 16 samples (i.e. a mean of less than one read per replicate). In terms of the dataset, we initially had 74,173,884 reads comprising 215,130 tags. Following removal of anti-sense and null sequences we had 32,036,887 reads from 88,627 tags (Table S1). 

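The deposited count table listed 88627 tag identifiers, each a mapped position with the number of reads counted in each of the 16 pools. 7887 identifiers appeared on more than 1 line, mostly with another sequence variant on each line and with the same counts on every line, and each was taken into account a single time. Their counts then added up to 32036887 reads, against 34712384 if the repeated lines had been summed. 86386 identifiers were located on scaffolds of the Nvit1.0 assembly and 2241 on gene models of the Official Gene Set. 30334 tags with 31807132 reads had more than 15 reads over the 16 pools. The 58293 tags at or below that limit were 65.8% of the tags and held 0.717% of the reads.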

Removing the very low abundance transcripts left us with 31,807,132 reads from 30,334 tags for our analysis (i.e. the last step removed 65.8% of tags but only 0.7% of reads).

### Statistical analysis

We tested for differential expression between ovipositing and resting females using DESeq v2.10 [49], run with R version 2.15.0 [50]. Briefly, DESeq employs a negative binomial error distribution to model transcript abundance in high-throughput datasets. With the comparatively high level of replication (for this kind of study) used in this experiment (N = 8 replicates per treatment), we used empirical estimates of the deviance of tag counts for each tag (using the option “gene-est-only”). DESeq estimates the significance of differential expression for each tag, and then corrects for the multiple comparisons using the false discovery rate (FDR) correction of Benjamini & Hochberg [51]. We considered tags to be differentially expressed if they had an adjusted p-value after FDR correction of p<0.1. We also report which of these tags that have greater than 4-fold log2 gene expression differences (another common measure of differential expression).

### Annotation and Gene Ontology

We annotated our tags using the *Nasonia* Official Gene Set version 2 (OGS2, January 2012, http://arthropods.eugenes.org/genes2/Nasonia/). Briefly, annotation for the tags aligned to the genome was done on the basis of their genomic position, with tags that were first aligned to the OGS1.2 converted to OGS2 based on gene equivalence. In total 25,427 out of 30,344 (83.8%) tags were annotated with the OGS2. Each tag was then assigned gene ontology (GO) terms using the *Nasonia* GO annotation for the OGS2 generated as part of an effort by the *Nasonia* community (http://hymenopteragenome.org/Nasonia/?q=evidential_gene_data). Singular enrichment analysis of the GO terms was performed in agriGO (http://bioinfo.cau.edu.cn/agriGO [52]) using chi-square tests to compare differentially expressed genes to the *Nasonia* GO annotation.

## Results

Oviposition in *N. vitripennis* females is associated with changes in gene expression at the whole-body level. 

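Gene expression was measured by digital gene expression tag profiling, in which each mRNA is represented by a 21 bp tag that starts at its last NlaIII site (CATG). RNA came from 16 pools of 8 whole females each, 8 pools of ovipositing and 8 of resting females, and the pools carry the numbers 1 to 16 in the sample labels. The labels do not say which pools descend from the same F1 mother, so the pools were compared as 2 independent groups. The authors aligned the reads to the Nvit1.0 genome and then to the Official Gene Set, removed antisense and unmapped tags, and deposited the number of reads of each tag in each pool as raw counts. The pools held between 110925 and 3231104 reads, with a median of 2537848.5 in ovipositing and 1642660.5 in resting females. Ovipositing pool 14 had 110925 reads, and the other 15 pools had at least 641435. In pool 14, 71.2% of the analysed tags had no read, against 7.83% in resting pool 6. A share of 3 reads of the total, taken as the smallest share that a pool can show, was 0.0027% in pool 14 and 9.28e-05% in resting pool 6. These floors cover counting error only, since reads without molecular identifiers are not independent molecules. No pair of pools held counts that differed by less than the sampling noise (the smallest chi-square per degree of freedom was 5.17), so all 16 were kept as separate replicates. From the counts, tags with more than 15 reads were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. Fold changes are log2 of ovipositing over resting, and normalized counts are scaled to the mean effective library size. Standard errors were derived from the test's F statistic. For single tags, a two-sided exact permutation test over the 12870 splits of the 16 pools was run on log2(normalized count + 0.5). The choice of test, the normalization, the filter and the single pool of low depth are the choices that could change the numbers.

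**Figure D1:**
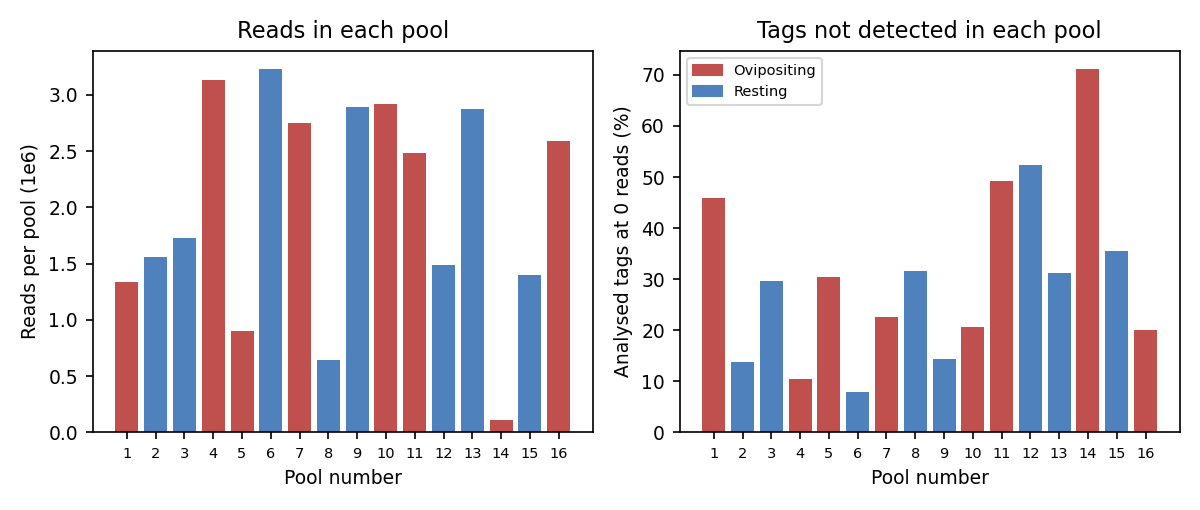
Reads in each pool (left, on an axis scaled by 1e6), and the percentage of the analysed tags with no read in it (right), for the 8 ovipositing and 8 resting pools by pool number. Ovipositing pool 14, with 110925 reads, had 71.2% of the tags at 0.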

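With 8 pools per treatment, the biological coefficient of variation over all 30334 analysed tags was 0.960, close to the size of the mean itself. In edgeR's quasi-likelihood test, 1 tag passed a false discovery rate of 0.1, and the same number passed 0.05. It was tag 15713 (CATGTATACCATATAAGCTTA, scaffold 130, position 83365), which was higher in ovipositing females. Its normalized count was 579.8 ± 540 (SD, n = 8 pools) in ovipositing and 53.0 ± 12.6 (SD, n = 8) in resting females. The log2 fold change was 3.45 (standard error 0.48, adjusted p = 9.06e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 8 ovipositing pools lay above the highest resting pool (two-sided exact permutation test, p = 1.55e-04, the smallest that 8 pools against 8 allow). Since the tag was picked from all analysed tags on these same pools, this p is not independent support. The next smallest adjusted p was 0.163. At an unadjusted p under 0.05 there were 2656 tags, where 1517 would be expected if no tag differed. edgeR called 10 tags with a covariate for sample numbers 1 to 8 against 9 to 16. It called 37 with an offset for the tag's G+C content as well, and 13 when that offset was computed from read sums. The former offset also shifts the level of libraries with many tags at 0. These fits were chosen after the data were seen. 6 of 100 splits within the numbering groups, the real one included, gave at least 37 tags. The alternative that moved the count most was DESeq's exact negative binomial test with each tag's own dispersion, the test the paper names, rewritten here from its published algorithm. It called 322 tags at a false discovery rate of 0.1 and 209 at 0.05, and these were the 322 tags of Table S2, with p-values within 0.405% of those listed there. Of the 322 tags, 224 (69.6%) had an unadjusted p under 0.05 in the edgeR fit, and all 322 changed in the same direction in it. Leaving out ovipositing pool 14 brought the number called by DESeq's test to 67. Each of the other pools left out in turn gave between 216 and 700 tags.

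**Figure D2:**
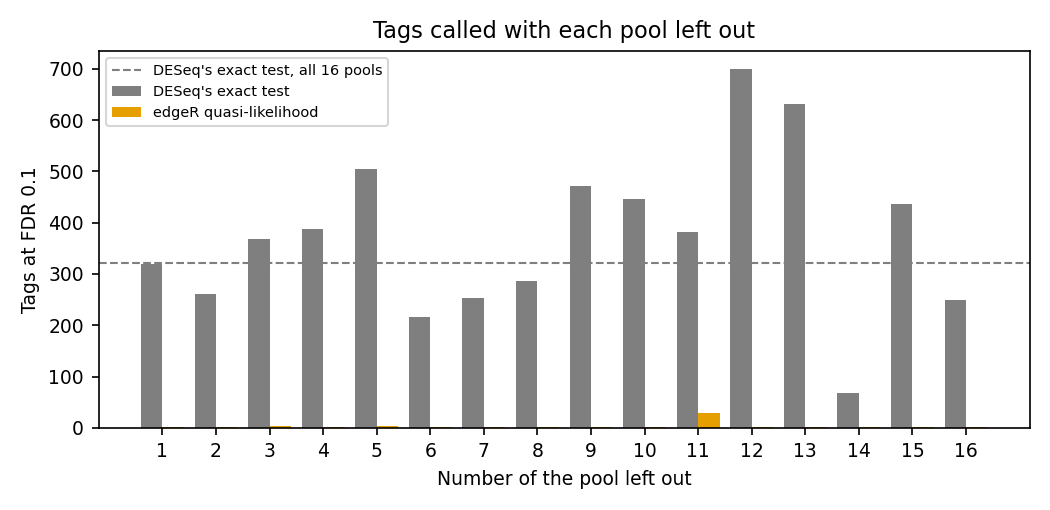
Number of tags at a false discovery rate of 0.1 (vertical axis) with each of the 16 pools left out in turn (horizontal axis), by DESeq's exact test and by edgeR's quasi-likelihood test, with the dashed line at the count of DESeq's test over all 16 pools. DESeq's test called 67 tags without pool 14 and at most 700 without another pool, and edgeR at most 29.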

From a total of 30,334 tags, 322 showed significant differential expression at a FDR of 0.1 (unadjusted p-values: all p<0.0012), with 209 significant at a FDR of 0.05 (Table S2). These differentially expressed tags represent 84,326 reads out of a total of 31,807,132, or 0.27% of the total transcriptome. 

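The tags listed in Table S2 held 49376 reads in the ovipositing pools and 34950 in the resting pools, 84326 in all or 0.265% of the reads analysed. 255 of the 322 tags (79.2%) had fewer than 100 reads over the 16 pools. The tag past the threshold in the edgeR fit held 4854 reads, or 0.0153% of the total.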

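In the deposited counts, 249 tags of Table S2 had a higher mean normalized count in resting females and 73 in ovipositing females, whichever of 3 normalizations was used (TMM, median of ratios or total counts). The tags higher in resting females had a median of 36 reads over the 16 pools and those higher in ovipositing females a median of 66. Of the 322 tags, 279 (86.6%) had no read in ovipositing pool 14, and 237 of these were higher in resting females. The edgeR fit called 0 tags higher in resting females at a false discovery rate of 0.1, with 1116 at an unadjusted p under 0.05, and 1540 higher in ovipositing females at that unadjusted limit. The balance at that limit depended on the method, with 1523 higher in resting and 1275 in ovipositing females after median-of-ratios normalization, 1291 and 1274 after total-count normalization, 8329 and 6702 with no filter, 1197 and 917 in DESeq2, 2105 and 577 in DESeq's exact test, and 1456 and 969 in edgeR with a covariate for sample numbers and an offset for G+C content computed from read sums. Without pool 14, DESeq's exact test called 35 tags higher in resting females (52.2%) and 32 higher in ovipositing females, and at an unadjusted p under 0.05 there were 1414 and 500.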

Oviposition appears to be associated with a focusing of gene expression: 73 tags (22.7%) show significantly greater expression in ovipositing females, whilst 249 (77.3%) show greater expression in resting females (Figure 1). In addition, 9 of the 12 differentially expressed tags with total counts across all replicates in excess of 1000 are associated with greater expression in ovipositing females (see also Table 1). 

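12 tags of Table S2 had more than 1000 reads, 9 higher in ovipositing and 3 higher in resting females. None of the 12 passed a false discovery rate of 0.1 over all tags in edgeR's quasi-likelihood test, where 9 had an unadjusted p under 0.05. DESeq2 gave an adjusted p under 0.1 for tags 39537 (0.0113), 3864 (0.0229), 43242 (0.0385), 78621 (0.0385), 84658 (0.042) and 25917 (0.0686). It did not for tags 65548, 15723, 70106, 32349, 9450 and 25434 (0.135 to 0.564). Adjusted over the 12 alone, 9 were under 0.1 in edgeR's test and all 12 in the two-sided exact permutation test, although the list was chosen on these same data. Over all tags, edgeR's test called 0 of the 12 with a covariate for sample numbers 1 to 8 against 9 to 16 (9 had an unadjusted p under 0.05), 4 with an offset for the G+C content of the tag, 6 with both, and 5 with both and the offset computed from read sums, all of them higher in ovipositing females. These fits were chosen after the data were seen. The largest log2 fold change was that of tag 84658 (CATGACGCGCCTCATTGTTGT, scaffold 9, position 2607173, unannotated). It had a normalized count of 222.0 ± 64.8 (SD, n = 8 pools) in ovipositing and 70.3 ± 47.3 (SD, n = 8) in resting females, a log2 fold change of 1.66 (standard error 0.40, adjusted p = 0.302 from edgeR's quasi-likelihood test). Tag 39537, for a pyrroline-5-carboxylate reductase (scaffold 22, position 2140229), was lower in ovipositing females, with 200.8 ± 66.3 against 426.3 ± 152 normalized counts (SD, n = 8 pools each) and a log2 fold change of -1.08 (standard error 0.35). The pontin tag 65548 had 335.9 ± 58.2 normalized counts in ovipositing against 395.4 ± 78.3 in resting females (SD, n = 8 pools each). Its two-sided exact permutation p of 0.0971 was under the 0.1 used for the list but not under 0.05. With the G+C offset, the log2 fold changes of tags 65548 and 15723 became positive, at 0.27 and 0.47, and that of tag 39537 fell to -0.34 (adjusted p = 0.850 from edgeR's quasi-likelihood test). With the covariate and the offset computed from read sums all 3 were negative, at -0.17, -0.22 and -0.83. From the split of the differentially expressed tags between the treatments, the paper proposes that oviposition is associated with a focusing of gene expression.

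**Figure D3:**
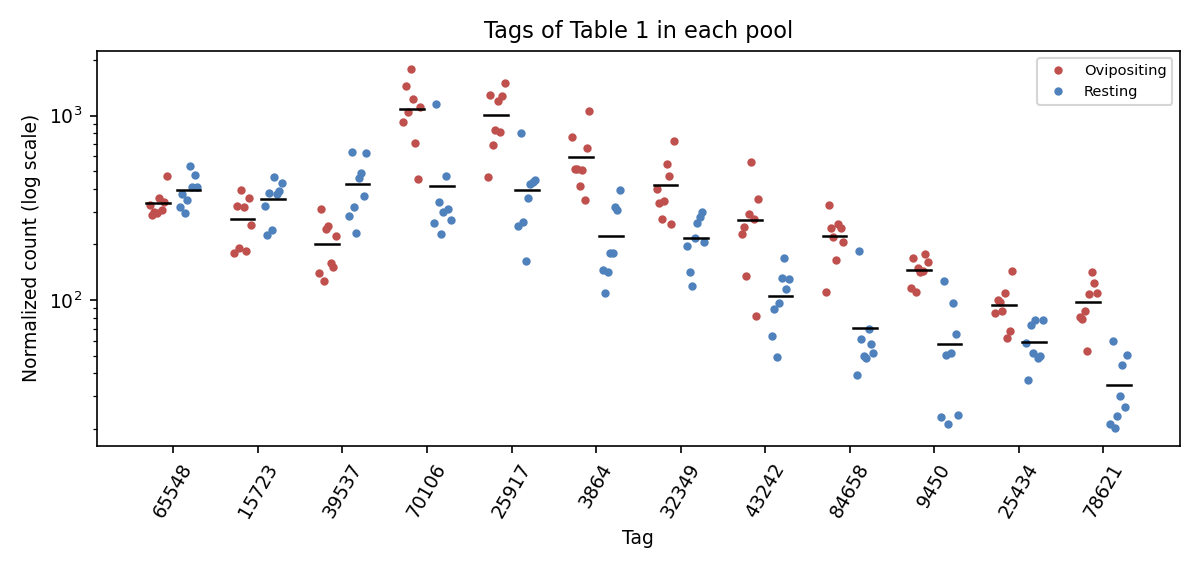
Normalized counts (vertical axis, log scale) of the 12 tags of Table 1 (horizontal axis, by tag identifier) in the 8 ovipositing and 8 resting pools. Each point is a pool and each black line a group mean. Tag 70106 had 1150 normalized counts in resting pool 3, against at most 470.1 in the other resting pools.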

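Fold changes of tags with few reads depend on how they are computed. As the ratio of mean counts divided by size factors, 44 tags of Table S2 had a finite log2 fold change beyond 4, 6 of them higher in ovipositing and 38 in resting females. These tags had between 16 and 57 reads over all 16 pools, with a median of 24. In the edgeR fit, whose fold changes are moderated by a small prior count, all 44 kept their direction, 3 lay beyond 4, and the smallest adjusted p among them was 0.302. All 44 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test.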

Forty-four tags (13.7% of our differentially expressed tags) had a greater than 4-fold log2 change in expression between treatments (Table 2). Six of these tags showed higher expression in ovipositing females, whilst the other 38 tags showed higher expression in resting females.

**Figure 1:**
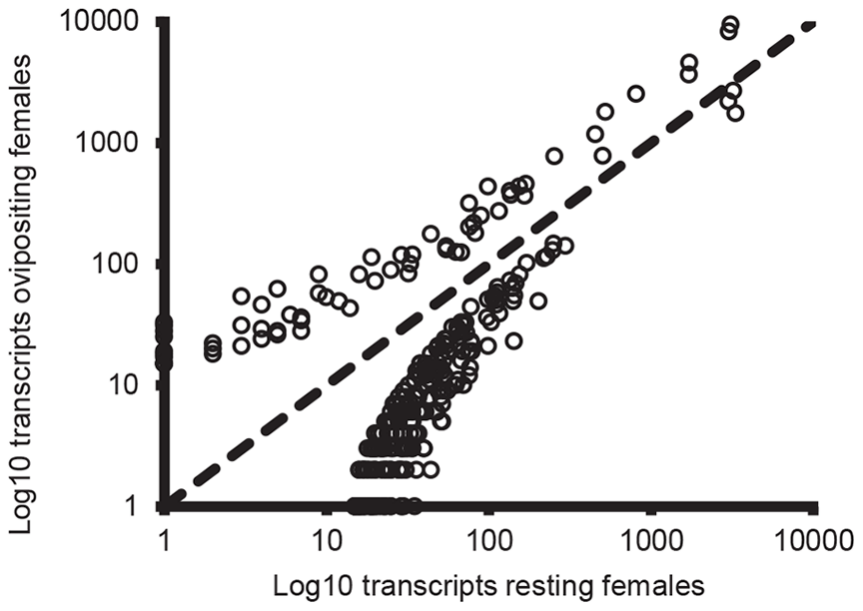
Differentially expressed tags between resting and ovipositing *Nasonia vitripennis* females. Total transcript abundance by treatment for the 322 tags differentially expressed between resting and ovipositing *Nasonia vitripennis* females (summed across N = 8 biological replicates per treatment). Approximately 77% of these tags show higher expression levels in resting females. The dotted line indicates a 1:1 relationship. All tags with total abundance across both treatments of <16 counts were excluded from the analysis.

**Table 1:** Differentially expressed genes with over 1000 tags in ovipositing versus resting *Nasonia vitripennis* females.

TagID^a^	OGS2 ID^b^	OGS2 Description^c^	Total tag count	log2-fold change	P-value	FDR-adjusted P-value
*Down-regulated*						
65548	Nasvi2EG014964	pontin protein	5902	−0.28	1.867E-04	0.0352
15723	Nasvi2EG020753	Unknown	5207	−0.43	1.049E-03	0.0995
39537	Nasvi2EG010910	Pyrroline-5-carboxylate reductase	5081	−1.19	6.005E-04	0.0695
*Up-regulated*						
70106	Nasvi2EG015670	Glucose dehydrogenase	12589	1.24	5.458E-05	0.0161
25917	Nasvi2EG009277	Unknown	11312	1.27	8.682E-06	0.0050
3864	Nasvi2EG000856	purity of essence protein	6283	1.40	8.996E-05	0.0212
32349	Nasvi2EG001535	Serine/threonine-protein kinase SNF1 kinase 2	5360	0.89	1.285E-05	0.0060
43242	Nasvi2EG025132	Scavenger receptor class B member 1	3344	1.26	3.154E-05	0.0113
84658	Unannotated	-	2324	1.56	2.774E-06	0.0022
9450	Nasvi2EG006942	bcl-2-related ovarian killer protein homolog A	1625	1.28	2.682E-06	0.0022
25434	Nasvi2EG009166	acyl-CoA Delta(11) desaturase. putative	1282	0.58	6.389E-04	0.0723
78621	Nasvi2EG005112	Unknown	1024	1.46	4.024E-06	0.0028

a Tag identifier.

b *Nasonia* Official Gene Set version 2 identifier.

c *Nasonia* Official Gene Set version 2 description.

**Table 2:** Differentially expressed genes in ovipositing versus resting *Nasonia vitripennis* females showing a log2-fold change>4. Where a tag is associated with more than one gene, all genes are given.

	TagID^a^	OGS2 ID^b^	OGS2 Description^c^	log2-fold change	P-value	FDR-adjusted P-value
*Down-regulated*						
	67418	Nasvi2EG003738	Nuclear pore complex protein Nup214	−5.63	6.26E-04	0.0715
		Nasvi2EG003739	WD repeat-containing protein 46. putative			
	44939	Nasvi2EG011935	neutral sphingomyelinase. putative	−5.55	1.54E-05	0.0068
	9088	Nasvi2EG006879	Reverse transcriptase. putative	−5.55	3.97E-04	0.0543
	26758	Nasvi2EG009337	Tyrosine-protein kinase receptor	−5.46	1.80E-06	0.0017
	26588	Nasvi2EG022804	Receptor-interacting serine/threonine-protein kinase 5	−5.26	1.51E-06	0.0016
	24884	Nasvi2EG009056	DNA mismatch repair protein Msh6. putative	−5.11	4.55E-04	0.0593
	37017	Nasvi2EG010367	plexin-A4	−5.09	3.83E-07	0.0006
	17824	Nasvi2EG007903b	UPF0558 protein C1orf156 protein	−5.07	2.29E-05	0.0088
		Nasvi2EG007831	E3 ubiquitin-protein ligase HUWE1			
		Nasvi2EG007910b	pyridoxine-5'-phosphate oxidase			
	74026	Nasvi2EG004564	Unknown	−5.04	2.98E-06	0.0022
		Nasvi2EG004562	Unknown			
	42453	Nasvi2EG024978	Vacuolar protein sorting-associated protein 13B	−4.91	2.29E-05	0.0088
	5216	Nasvi2EG001148	Translation initiation factor eIF-2B subunit epsilon	−4.89	1.73E-04	0.0335
	50462	Nasvi2EG002884	maelstrom. protein	−4.87	4.50E-05	0.0146
	50144	Nasvi2EG002829	RING finger protein 10. putative	−4.80	1.72E-04	0.0335
	17600	Nasvi2EG007832	Sodium-independent sulfate anion transporter	−4.78	4.94E-04	0.0622
		Nasvi2EG007831	E3 ubiquitin-protein ligase HUWE1			
	50230	Nasvi2EG002845	BTB/POZ domain-containing adapter for CUL3-mediated RhoA degradation protein	−4.73	6.80E-04	0.0754
	57086	Nasvi2EG013710	ADIPOR receptor CG5315-like. putative	−4.72	2.54E-04	0.0421
	25366	Unannotated	-	−4.71	4.96E-04	0.0622
	67839	Nasvi2EG003841	Sorting nexin-29	−4.70	7.46E-04	0.0809
	72017	Nasvi2EG004081	NAD-dependent ADP-ribosyltransferase sirtuin-4	−4.69	8.13E-05	0.0206
	59624	Nasvi2EG003310	Metallophosphoesterase 1	−4.68	3.34E-04	0.0490
	33547	Unannotated	-	−4.67	1.16E-05	0.0057
	50943	Nasvi2EG037181	nucleosome assembly protein 1. putative sym:LOC100117842 (100%e)	−4.64	8.81E-05	0.0211
		Nasvi2EG012490	Unknown			
	87355	Nasvi2EG010438	metastasis-associated protein MTA1	−4.55	8.81E-05	0.0211
	63918	Nasvi2EG014482	Nuclear factor related to kappa-B-binding protein	−4.54	6.36E-07	0.0008
	80523	Nasvi2EG005241	sulfide quinone reductase	−4.39	4.64E-04	0.0597
	29205	Nasvi2EG009775	Nodal modulator 2	−4.37	7.32E-04	0.0798
	85289	Nasvi2EG006085	1-acyl-sn-glycerol-3-phosphate acyltransferase gamma	−4.31	4.30E-04	0.0573
		Nasvi2EG006112	archease protein			
	29500	Nasvi2EG009850	prostaglandin reductase 1	−4.31	3.35E-04	0.0490
	82291	Nasvi2EG017861	roadkill protein. putative	−4.31	2.04E-04	0.0377
	76776	Nasvi2EG004717	Solute carrier family 35 member E1	−4.30	1.72E-04	0.0335
	47013	Nasvi2EG012287	ATP-dependent RNA helicase DDX54	−4.30	9.23E-04	0.0920
	34392	Unannotated	-	−4.28	1.28E-07	0.0002
	64874	Nasvi2EG014819	dystrobrevin beta	−4.24	2.31E-04	0.0402
	37450	Nasvi2EG010464	Arrestin domain-containing protein 2	−4.11	2.27E-05	0.0088
	28878	Nasvi2EG023174	henna protein. putative	−4.10	4.70E-08	0.0001
	42342	Nasvi2EG011482	CDP-diacylglycerol-glycerol-3-phosphate 3-phosphatidyltransferase. mitochondrial	−4.10	7.82E-05	0.0202
	14695	Nasvi2EG007438	Unknown	−4.07	1.92E-05	0.0077
	14622	Nasvi2EG007419	Serine/threonine-protein phosphatase 2A regulatory subunit B'' subunit alpha	−4.04	3.25E-04	0.0490
	14622	Nasvi2EG007419	Serine/threonine-protein phosphatase 2A regulatory subunit B'' subunit alpha	−4.04	3.25E-04	0.0490
*Up-regulated*						
	38212	Nasvi2EG010660	Mediator of RNA polymerase II transcription subunit	4.12	1.27E-04	0.0272
	34092	Nasvi2EG002034	neurocalcin homolog	4.17	2.35E-04	0.0404
	46291	Nasvi2EG012198	Unknown	4.67	7.29E-05	0.0194
	81088	Unannotated	-	4.78	6.88E-05	0.0188
	84647	Nasvi2EG005959	Unknown	5.19	5.00E-07	0.0008
	85043	Nasvi2EG006037	ubiquinone biosynthesis protein COQ7	5.37	5.44E-04	0.0647

a Tag identifier.

b *Nasonia* Official Gene Set version 2 identifier.

c *Nasonia* Official Gene Set version 2 description.

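The tag with the highest count was tag 9184 (CATGGGACGTTTCGCTGTCCG, scaffold 11, position 2283662), with 961295 reads in all or 60081 per pool. Its normalized count was 53790 ± 22170 (SD, n = 8 pools) in ovipositing and 68160 ± 45420 (SD, n = 8) in resting females. The log2 fold change of -0.34 was smaller in size than its standard error of 0.38 (adjusted p = 0.832 from edgeR's quasi-likelihood test, and p = 0.813 from a two-sided exact permutation test). With the G+C offset the fold change was 0.40 (adjusted p = 0.791), and with the offset computed from read sums and the covariate for sample numbers it was -0.04 (adjusted p = 0.981, both from edgeR's quasi-likelihood test).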

The most abundant tag of all mapped to the gene *elongation factor 1-alpha 1* (with an average abundance across all replicates of approximately 60080 reads) which was reassuringly not differentially expressed between our treatments (this gene, with its universal role in translation, is typically used a control for quantitative-PCR studies of differential expression of individual loci for this reason). 

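At the upper end of abundance, 17 tags had a mean above 10000 reads per pool and together held 15.6% of the reads. None of them passed a false discovery rate of 0.1 in edgeR's quasi-likelihood test, and 0 had an unadjusted p under 0.05. Their log2 fold changes were at most 0.38 in size and the smallest adjusted p was 0.753.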

In total, 17 tags had average abundances in excess of 10,000 reads per replicate. 

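Tag 70106 (CATGATGGCAGAACGAGCAGC, scaffold 52, position 840086), which Table 1 assigns to glucose dehydrogenase (Nasvi2EG015670), had 12589 reads, or 787 per pool. Its normalized count was 1088 ± 419 (SD, n = 8 pools) in ovipositing and 416.6 ± 305 (SD, n = 8) in resting females, a log2 fold change of 1.39 (standard error 0.37, adjusted p = 0.302 from edgeR's quasi-likelihood test). The two-sided exact permutation test gave p = 0.00218, for a tag from a list chosen on these same data. 3 of the 8 ovipositing pools lay above the highest resting pool, pool 3. The fold change lay between 1.19 and 1.81 with each pool left out in turn. The highest was without resting pool 3, where edgeR's quasi-likelihood test gave an adjusted p of 0.0953. Without any other pool, the adjusted p in that test was 0.142 to 0.549, and with no filter it was 0.0659. With the G+C offset, the fold change was 2.27 (adjusted p = 0.0177 from edgeR's quasi-likelihood test). The adjusted p was 0.277 with the covariate for sample numbers, 0.00206 with both, and 6.04e-04 with both and the offset computed from read sums. The G+C offset moved ovipositing pool 14 from 450.59 to 1270 counts and resting pool 13 from 312.25 to 215.3. Counts rose more steeply with G+C content in pool 13 (log2 slope 2.562) than in pool 14 (1.71). The fold change of 2.27 therefore does not reflect G+C content alone. DESeq's exact test gave an adjusted p of 0.0161, and of 0.00722 without pool 14, and DESeq2 gave 0.296.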

Our most abundant differentially expressed tag mapped to the *glucose dehydrogenase* gene, and had an average abundance of 787 reads per replicate. Forty differentially expressed tags were unique to one treatment or another (32 unique to resting females and 8 unique to ovipositing females), but all of these tags had total counts between 16 (our minimum threshold abundance) and 37.

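In the deposited counts, 32 tags of Table S2 had no read in any ovipositing pool and 8 had none in any resting pool. The former were detected in 4 to 7 resting pools (median 5) and the latter in 4 to 6 ovipositing pools. Their smallest adjusted p in edgeR's quasi-likelihood test was 0.302, and all 40 had an unadjusted p under 0.05. With 16 to 37 reads over 16 pools, absence from a treatment could not be told from a low count at this depth, and in ovipositing pool 14 in particular.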

From the total tag pool of 30,334 tags, 25,427 (83.8%) were annotated, covering 9,182 unique genes in the *Nasonia* OGS2 (37.4% out of total 24,525 genes in OGS2). 4,907 tags (16.2%) did not match any genes in the OGS2. Of the 322 tags showing differentially expression, 286 (88.8%) were annotated, while 36 (11.2%) did not match any OGS2 genes. Of the annotated differentially expressed tags, 163 (57.0%) could be assigned a Gene Ontology (GO) classification representing 38 unique GO terms for the up-regulated tags, and 134 unique GO terms for the down-regulated tags (Figures S1 and S2). Singular Enrichment Analysis of the associated GO terms revealed an overrepresentation of 5 GO terms in the down-regulated tags, all of which related to metabolic processes (Table 3).

**Table 3:** Gene Ontology (GO) terms significantly enriched among differentially expressed tags down-regulated in oviposting versus resting *Nasonia vitripennis* females.

GO term	GO description	Number in down- regulated tag set	Total GO terms in down- regulated tag set	Number in OGS2	Total GO terms in OGS2	P-value	FDR-adjusted P-value
GO:0043436	oxoacid metabolic process	11	134	176	7307	<0.0001	0.0037
GO:0006082	organic acid metabolic process	11	134	176	7307	<0.0001	0.0037
GO:0019752	carboxylic acid metabolic process	11	134	176	7307	<0.0001	0.0037
GO:0042180	cellular ketone metabolic process	11	134	189	7307	0.0002	0.0079
GO:0006520	cellular amino acid metabolic process	7	134	113	7307	0.0027	0.084

## Discussion

Our results show that oviposition is associated with changes in whole-body patterns of gene expression in female *Nasonia vitripennis* wasps. Approximately three-quarters of the changes involve greater expression in resting females (or put another way, down-regulation in ovipositing females), and our enrichment analysis suggests that these down-regulated genes are more likely to be involved in various metabolic processes than expected by chance (Table 3). We therefore suggest that as female wasps move from resting to ovipositing, aspects of their metabolism are down-regulated, focusing gene expression on other processes. Similar gene expression focusing has been reported in *Drosophila* responding to environmental stress, where metabolism related genes are down-regulated and only few stimulus specific stress genes are up-regulated [53]. However, from the outset we note that the changes in gene expression we have uncovered represent less than half of one percent of the total (whole-body) transcriptome, so that at least at this level of resolution many genes are unaffected by the switch in behaviour. At such an early stage in the development of the field of behavioural transcriptomics it is unclear how common a finding this will be. Of course, many physiological functions have to carry on regardless of what an animal is doing, and all of our most highly expressed tags were not differentially expressed (indeed, the top 362 tags in terms of average counts were not differentially expressed).

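Ranked by mean count, the most abundant tag of Table S2 was in place 363. Among the 362 tags above it, 0 passed a false discovery rate of 0.1 in edgeR's quasi-likelihood test, where 21 had an unadjusted p under 0.05, and the smallest adjusted p was 0.302. The tag that passed in the edgeR fit was in place 1062.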

Alongside the key result that oviposition is associated with broad-scale changes in gene expression, with metabolic processes affected more than expected by chance, to what extent have we been able to identify likely candidate genes that influence oviposition behaviour? Nine of our most abundant differentially expressed tags showed greater levels of expression in ovipositing females (Table 1). These included the gene *purity-of-essence* (*poe*), which is also known as *pushover* (*push*) in *Drosophila melanogaster* [54]. 

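The poe tag 3864 (CATGTATGGTAAAGAGCCATT, scaffold 1, position 6761120, Nasvi2EG000856) had a normalized count of 597.5 ± 227 (SD, n = 8 pools) in ovipositing and 222.5 ± 104 (SD, n = 8) in resting females. The log2 fold change was 1.42 (standard error 0.36, adjusted p = 0.302 from edgeR's quasi-likelihood test). 7 of the 8 ovipositing pools lay above the highest resting pool (two-sided exact permutation test, p = 3.11e-04). The adjusted p was 0.0212 in DESeq's exact test, 0.148 in that test without pool 14, and 0.0229 in DESeq2. With edgeR it was 0.143 with the covariate for sample numbers, 0.225 with the G+C offset, 0.0468 with both, and 0.0726 with both and the offset computed from read sums.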

The purity-of-essence protein is an evolutionarily conserved, large membrane protein containing two zinc finger domains (a structural protein motif associated with binding DNA, RNA, or proteins [55]) that influences behaviour and synaptic transmission in *D*. *melanogaster*. Two mutants of *poe*/*push* in *Drosophila* both cause increased nervous excitability and reduced motor function [54] and mutants also influence peripheral nerve morphology [55]. The gene potentially has other functions (perhaps associated with synaptic transmission), with mutants being associated with sterility in male *Drosophila* [54], and an incomplete *push*/*poe* protein has also been identified as a calmodulin-binding protein expressed in fly photoreceptors [56]. This is perhaps our best candidate for a gene that might influence the motor control associated with handling hosts and/or the resulting drilling into the host puparium, followed by the mechanical control of egg laying.

Also in this group of up-regulated genes is *glucose dehydrogenase*, the protein of which is associated with successful sperm uptake and release in *Drosophila melanogaster* [57]. This was the most abundant gene that was differentially expressed in our experiment. Whilst in our experiment the resting females were mated and so also had sperm present in their spermatheca, our finding is suggestive that *glucose dehydrogenase* is needed during oviposition for the successful release of sperm. As female *Nasonia* need to control sperm release very precisely in order to allocate sex (with fertilised ova developing into daughters, and unfertilised ova developing into sons), variation in the expression of the *glucose dehydrogenase* gene may contribute to phenotypic variation in sex ratio and constrain a female’s ability to adaptively allocate sex as predicted by Hamilton’s theory of Local Mate Competition (LMC [58]; see also [59]–[61]). As the focus of much of the behavioural work associated with oviposition in *Nasonia* is associated with sex allocation, this will be an extremely interesting gene to consider in more detail, and we are currently exploring changes in gene expression in *Nasonia vitripennis* females when we experimentally manipulate the cues females use to make their sex allocation decisions.

Another encouraging candidate is found amongst the 44 of our tags that exhibited greater than 4-fold log2 differential expression (13.7% of our DE tags). Six of these showed greater levels of expression in ovipositing females, including a neurocalcin homolog. 

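The neurocalcin tag 34092 (CATGCGCGAATTCTCGCTTCT, scaffold 2, position 5704996, Nasvi2EG002034) had 18 reads over the 16 pools. It was detected in 4 of 8 ovipositing pools and in 1 of 8 resting pools, and its normalized count was 1.61 ± 2.00 (SD, n = 8 pools) against 0.0687 ± 0.194 (SD, n = 8). The two-sided exact permutation test gave p = 0.0769, which is not under 0.05. Its adjusted p was 0.0404 in DESeq's exact test, 0.582 in that test without pool 14, and DESeq2 gave no adjusted p for this tag of few reads. In edgeR's test it was 0.320, and 0.363 with a covariate for sample numbers 1 to 8 against 9 to 16, 0.225 with the G+C offset, 0.215 with both, and 0.402 with both and the offset computed from read sums.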

The neurocalcin protein is a neuronal calcium-binding protein that may be involved in neurotransmitter release and the regulation of neural function [62]. In vertebrates, *neurocalcin* may be important for regulating sexual dimorphism of the neural song system in birds [63] and sexually dimorphic patterns of expression have also been shown in rodents [64]. Whilst the possible functions of neurocalcin-like proteins are poorly known in insects, a *neurocalcin* is expressed in *Drosophila* neurones [65] and as such this is again the kind of gene we would expect to show changes in the pattern of expression during a behaviour in which females had to either neurally process information and/or perform a complex set of motor patterns.

Otherwise, the links to behaviour are less immediate. For instance, we found that the genes *Scavenger receptor class B member 1* (*SR-B1)* and *acyl-CoA delta-11-desaturase* were up-regulated in ovipositing females. These genes code for proteins associated in lipid transport and fatty acid metabolism [66], [67], and so they may influence how lipids are mobilised during oviposition either in terms of releasing energy reserves for the behaviours themselves or in terms of energy reserves needed for future oogenesis to replace the eggs being deposited. 

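The SR-B1 tag 43242 (CATGCGAAACTTTATGCAATT, scaffold 251, position 65520) had a normalized count of 271.7 ± 146 (SD, n = 8 pools) in ovipositing and 105.4 ± 39.0 (SD, n = 8) in resting females, with a two-sided exact permutation p of 0.00466. The desaturase tag 25434 (CATGCAGCAGTAAACAAAAAA, scaffold 17, position 1467508) had 94.2 ± 25.6 (SD, n = 8) against 59.3 ± 15.5 (SD, n = 8), with a two-sided exact permutation p of 0.00404. The log2 fold changes were 1.38 and 0.67, with adjusted p of 0.302 and 0.649 in edgeR's quasi-likelihood test. In the order of these tags, the adjusted p was 0.0113 and 0.0723 in DESeq's exact test, 0.00211 and 0.238 in that test without pool 14, and 0.0385 and 0.481 in DESeq2. In edgeR's test it was 0.287 and 0.652 with the covariate for sample numbers, 0.445 and 0.727 with the G+C offset, 0.266 and 0.665 with both, and 0.382 and 0.747 with both and the offset computed from read sums.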

The gene *bcl-2-related ovarian killer* (*BOK)* was also up-regulated during oviposition. 

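The BOK tag 9450 (CATGCACAACGAGCAGGAGAT, scaffold 11, position 2541137, Nasvi2EG006942) had 1625 reads and a normalized count of 146.3 ± 23.8 (SD, n = 8 pools) in ovipositing against 57.4 ± 38.1 (SD, n = 8) in resting females. The log2 fold change was 1.34 (standard error 0.42, adjusted p = 0.302 from edgeR's quasi-likelihood test), and 6 of 8 ovipositing pools lay above the highest resting pool (two-sided exact permutation test, p = 4.66e-04). By DESeq's exact test its adjusted p was 0.00218, without pool 14 it was 0.00337, and in DESeq2 it was 0.236. With edgeR the adjusted p was 0.318 with the covariate for sample numbers, 0.0966 with the G+C offset, 0.0176 with both, and 0.0200 with both and the offset computed from read sums.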

*BOK* homologues regulate programmed cell death (apoptosis) during *Drosophila* oogenesis [68], which perhaps suggests that apoptosis is occurring during oviposition in *Nasonia*. 

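The COQ7 tag 85043 (CATGAAATTATATTATTCGTA, scaffold 9, position 3094341, Nasvi2EG006037), for an enzyme of ubiquinone biosynthesis, had 34 reads over the 16 pools. They were found in 5 of 8 ovipositing pools and in 1 of 8 resting pools (3.69 ± 4.17 against 0.0687 ± 0.194 normalized counts, SD, n = 8 pools each, two-sided exact permutation p = 0.0256). The log2 fold change was 4.18 (standard error 1.15) in the edgeR fit. For this tag DESeq's exact test gave an adjusted p of 0.0647, and of 0.254 without pool 14, and DESeq2 gave none. The adjusted p in edgeR's test was 0.302, and 0.318 with the covariate for sample numbers, 0.225 with the G+C offset, 0.258 with both, and 0.382 with both and the offset computed from read sums.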

Other up-regulated genes include a ubiquinone biosynthesis gene, which again is associated with energy production via the electron transport chain [69]. All these latter cases are perhaps better interpreted as changes that result from the physiological mechanisms involved in oviposition (for instance in terms of the organismal and life-history changes associated with oviposition and the energy utilised during egg-laying), rather than changes that initiate the oviposition behaviours themselves. This fits with the predominant pattern in our data mentioned above, namely the reduction in expression of genes associated with a range of metabolic processes when females are ovipositing. As such, we might be picking up more of the genetic basis of the physiological and life-history consequences of oviposition, and in particular the change in energy-use and metabolism associated with reproductive behaviour, than we are picking up the genetic signals of the behaviour itself. In the very simple experiment undertaken here, disentangling cause and effect for genes and behaviour is clearly difficult, especially with our limited understanding of how cellular processes interact with whole-organism behaviour.

In fact, one of the crucial limitations of behavioural transcriptomics at the moment is that our annotations of genes are associated with molecular functions at a cellular or tissue level that may seem a long way from the regulation or control of a focal behaviour (unless we hit a key developmental gene or signalling pathway). This limitation has recently been articulated by Pavey et al. [70], who suggest that new gene ontologies with explicit ecological (or in our case behavioural) functions might be a useful way to generalise the patterns of associations between molecular and whole-organism phenotypes. For example, it might be that pathways associated with the control of nutrition (such as the insulin-like signalling pathway) end up being implicated in numerous behaviours and life-history decisions because of the fundamental importance of energy acquisition and allocation. These patterns would be easier to recognise if we had more explicit ecological or behavioural designations for genes, built up through studies such as the one we present here. That said, even this will only be a start, as functional analyses in which genes are knocked-down will remain crucial to real progress. Fortunately, techniques such as RNA-interference (RNAi), whereby gene transcripts of focal genes can be targeted and rendered non-functional through cleavage (i.e. transcriptional silencing), are becomingly increasingly available in non-model organisms, including *Nasonia*, crickets, beetles and bugs (e.g. [71]–[77] ).

To conclude, oviposition modifies the pattern of gene expression in female *Nasonia vitripennis*, suggestive of a down-regulation of aspects of metabolism during oviposition behaviour. At the moment we know rather little about the genetic basis of oviposition behaviour in *Nasonia*, or indeed in any other insect. What we do know so far is mostly in terms of genetic variation in oviposition decisions, both in *Nasonia* and elsewhere (e.g. [15], [42], [78], [79] ). Here we have been able to begin the process of identifying putative candidate genes associated with oviposition, including identifying a protein known to influence sperm usage in flies (*glucose dehydrogenase*). However, more generally we hope that our results encourage more animal behaviour researchers to begin to explore how patterns of gene expression are associated with their own behaviours of interest, using the sequencing technologies now readily available. Indeed, currently perhaps the most valuable aspect of studies such as ours is in terms of generating hypotheses about the mechanisms underlying the behaviour we study, hypotheses that can and should be tested comparatively across as many species as possible.

## Supporting Information

Figure S1 Proportion of Gene Ontology (GO) terms for biological process (a), molecular function (b) and cellular component (c) in up-regulated tag set (white bars) and in Official Gene Set 2 (black bars) in ovipositing versus resting *Nasonia vitripennis* females.
(PDF) Click here for additional data file.

Figure S2 Proportion of Gene Ontology (GO) terms for biological process (a), molecular function (b) and cellular component (c) in down-regulated tag set (white bars) and in Official Gene Set 2 (black bars) in ovipositing versus resting *Nasonia vitripennis* females. Significantly enriched terms are indicated with an asterisk.
(PDF) Click here for additional data file.

Table S1 **Valid tags used for analysis of digital gene expression between ovipositing and resting** ***Nasonia vitripennis*** **females.** Table shows tag identifier (TagID), location of tag in *N. vitripennis* genome (Nvit 1.0) or Official Gene Set v1.2 (Location) and tag sequence (TagSequence).
(XLSX) Click here for additional data file.

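Table S2 held 382 lines for 322 tags. For all 322 tags, the column baseMeanA matched the mean count of the resting pools within 1% and baseMeanB that of the ovipositing pools, after division by median-of-ratios size factors.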

Table S2 **Differentially expressed tags in ovipositing versus resting** ***Nasonia vitripennis*** **females.** Table shows tag identifier (TagID), tag sequence (TagSequence), mean counts, averaged over all samples from both conditions (baseMean), mean counts from ovipositing females (baseMeanA), mean counts from resting females (baseMeanB), fold change from ovipositing versus resting females (foldChange), the logarithm (to basis 2) of the fold change from ovipositing versus resting females (log2FoldChange), P-value for the statistical signicance of the change in expression (P.value) and P-value adjusted for multiple testing with the Benjamini-Hochberg procedure (FDR.adjusted.P.value).
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

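Digital gene expression tags were measured in 16 pools of 8 whole *Nasonia vitripennis* females, 8 pools of females that had begun to oviposit and 8 of resting females. The authors aligned the 21 bp tags with MAQ to the Nvit1.0 genome and then to the Official Gene Set, allowed 2 mismatches, removed antisense and unmapped tags, and deposited the number of reads of each tag in each pool as raw counts without normalization. The treatment of each pool was taken from the sample labels, and no column of other samples was present. Depth ran from 110925 reads in ovipositing pool 14 to 3231104 in resting pool 6, which limits how far low-count tags can be told apart.

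Each of the 88627 tag identifiers was taken a single time and tags with more than 15 reads were kept, as the paper's methods state. The counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.1, default prior count). Alternatives set before the data were examined were DESeq2 1.42.0, DESeq's exact test with each tag's own dispersion (rewritten from the published algorithm), robust fitting, normalization by median of ratios, total counts or upper quartile, no filter and 2 stricter filters, a threshold of 0.05, and each pool left out in turn. Chosen after the data were seen were a covariate for sample numbers 1 to 8 against 9 to 16, a G+C offset, both together, and DESeq's test with each pool left out in turn. The offset was computed per library and per number of G or C among the 17 bases after CATG. It is the mean log ratio of the scaled count to the tag's mean, with tags at 0 included and without centring. It therefore also shifts the level of libraries with many tags at 0, and does not correct G+C content alone. The offset from read sums depends less on such tags. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

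The tags named were chosen by a rule set before the data were examined: the tags of Table 1, the Table 2 tags whose genes the text discusses, the tag with the highest mean count, and the 3 tags with the smallest p in each direction. Single tags were compared by two-sided exact permutation tests over the 12870 splits of 16 pools.

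The fits were tested on simulated counts with 200 of 30334 tags changed by 3 on the log2 scale. The changed tags were drawn from those with a mean of at least 10 reads per pool. Recovery of smaller changes, or of changes in tags with few reads, was therefore not tested. With a dispersion of 0.1 for every tag, edgeR recovered 100% of them with 7 false calls and DESeq's exact test 99.5% with 113 false calls. With dispersions as estimated from the counts, edgeR recovered 90.5% with 87 false calls and DESeq's test 75% with 143, so both exceeded the nominal rate of false calls there. DESeq2 recovered 100% with 25 false calls at the dispersion of 0.1, and 94.5% with 60 at the estimated dispersions. The annotation with the second Official Gene Set and the gene ontology enrichment were not analysed here, and no coordinates of another assembly were used.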

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

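The tests on pool 14 that thinned another pool or simulated counts, the test for near-identical tags, the tests of the depth and G+C content on sample numbers 1 to 8 against 9 to 16, and those of oviposition on G+C dependence and on tag numbers were set before their results were seen, and the other tests were chosen only after the result was seen. Of 48 groups of 8 pools examined, 11 had a pool further from the others than Dixon's criterion allows, where 2.4 would be expected by chance.

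Ovipositing pool 14 had 5.045 on the log10 scale of total reads, against 5.95 to 6.50 in the other ovipositing pools. The 322 tags called by DESeq's exact test, of which 77.3% were higher in resting females, were examined for an effect of this depth. Without pool 14, 67 tags were called, below the range of 216 to 700 over the other pools left out. When pool 14 was left out and each of the 15 others was thinned in turn to 110925 reads, 15 of 15 fits called more than 1.5 times the 67 tags called without thinning, between 155 and 445. The calls were mostly lower in the thinned pool's treatment in 8 of 15 fits, with a median of 55.1% lower. Of the calls, 64.4% to 79.2% were higher in resting females when 1 of the 7 other ovipositing pools was thinned, and 44.9% to 73.0% when 1 of the 8 resting pools was. On 8 sets of simulated counts with no difference, the median number of false calls was 103, against 68 without pool 14, a ratio of 1.51 that is only just above the limit set for that test, and 56.8% of the false calls were higher in resting females. edgeR made a median of 0 false calls and at most 3. These values go with the low depth of pool 14 raising the number of tags called by DESeq's exact test. The mean of the inverse size factors was 1.67 over the 16 pools and 0.949 without pool 14. In that test, 37.6% of the 322 tags had a dispersion at the floor of 1e-08, against 4.64% of all analysed tags. Those tags were tested with almost no variation between pools beyond counting noise. Whether the depth of pool 14 put them at the floor was not tested. How much of the excess of tags higher in resting females comes from that depth was not settled. Over 100 splits of the 16 pools, the real one included, 17 gave at least 322 tags with DESeq's exact test. The median over the other 99 splits was 70 tags and the highest 4290. In 66 of these 99 splits over 50% of the tags were lower in the group that held pool 14, and in 38 at least the 77.3% of the real split were. Many of these splits divide sample numbers 1 to 8 unevenly, while the real one has 4 of them in each treatment. Among 100 balanced splits, with 4 of these 8 pools on each side, 6 gave at least 322 tags, with a median of 55 and at most 957 in the other 99, of which 58 had over 50% and 32 at least 77.3% of the tags lower in the group of pool 14.

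A log2 fold change of 3.453 was found for tag 15713, the tag past the threshold in the edgeR fit, which is not in Table S2. It kept an adjusted p of 0.0177 with the G+C offset and of 0.00175 without pool 14, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq's exact test did not call the tag, with an adjusted p of 0.151, and of 0.517 without pool 14. Among sample numbers 1 to 8 and 9 to 16, its smaller fold change was 2.48 (numbers 9 to 16). This cannot show stability, since the tag was picked on these same pools. 0 other tag identifiers lay within 2 mismatches of its sequence. Tags 15712, 15711 and 15710 beside it had log2 fold changes of 1.634, 1.007 and -0.1195 (unadjusted p of 0.0525, 0.147 and 0.903 from edgeR's quasi-likelihood test). Its highest counts were in ovipositing pools 1 and 7 (1326.8 and 1529.7), whose counts fell with G+C content (log2 slopes -7.738 and -4.924). The tag has 4 of 17 bases G or C, and its log2 fold change with the G+C offset was 2.939. However, 5 of 100 splits of the pools gave at least 1 tag in the edgeR fit, and the other 4 of these had at least 6 of sample numbers 1 to 8 on 1 side, where the real split has 4. 95 of the other 99 splits gave 0 tags, with a median of 1420 tags at an unadjusted p under 0.05 against 2656 for the real split, and 20 splits reached 2656. Among 100 balanced splits, with 4 of these 8 pools on each side, 3 gave at least 1 tag, the real one included, and at most 28, and 7 reached 2656 tags at an unadjusted p under 0.05, with a median of 1196 in the others. A difference between ovipositing and resting females at this tag may be biological, as a hypothesis found and tested on the same data.

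Between sample numbers 1 to 8 and 9 to 16, each with 4 ovipositing and 4 resting pools, 4338 tags differed, more than between the treatments. 1 of 100 splits, the numbering split itself, gave as many. The number was 4708 with the G+C offset, and 3300 with pool 14 left out and the other 15 pools thinned to 641435 reads each, where 3692 were called at full depth. Neither correction therefore removed most of the number of tags called. The G+C offset did change their direction, from 3191 tags in 1 direction and 1147 in the other to 2244 and 2464. Whether the same tags stayed called was not tested, so the count does not settle the part of G+C content. The design gives no treatment that follows the numbers, so no biological explanation was tested, and a difference between batches of libraries could not be tested, since the labels give no batch.

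The glucose dehydrogenase tag 70106 had 1150 normalized counts in resting pool 3, against 228.4 to 470.1 in the other resting pools, and tags 25917 (805.7) and 84658 (185.3) were also highest in that pool. After the G+C offset, the gap of the highest resting pool over the range for tag 70106 was 0.0415, below Dixon's critical value, against 0.738 before. Pool 3 is among the libraries with a steep positive dependence on G+C content (5.35 on the log2 scale over the full range of the G+C share), and the tag has 10 of 17 bases G or C. However, resting pools 12 and 15 had slopes of 6.22 and 5.00 but only 470.1 and 270.2 normalized counts. A steep slope alone therefore did not go with a count as high as in pool 3. G+C bias is a candidate explanation for the high value of this tag. The offset also depends on how many tags a library has at 0, so the test does not isolate G+C content. A mislabelled pool was not ruled out: tag 15713 had 49.0 normalized counts in pool 3, within the 32.9 to 75.4 of the other resting pools, but this tag was picked because it separates the pools as labelled. Tags 25917 and 84658 were not tested.

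The remaining pools set apart were seen in tags of few reads or single libraries and were not tested further. Tags 34092 and 85043 had 0.5494 normalized counts in resting pool 6 and none in the other resting pools, tag 78774 had 2.355 in resting pool 8, tag 49425 had 209.6 in resting pool 8, tag 82307 had 275.5 in resting pool 12, tag 49828 had 11.65 in resting pool 13, and tag 65548 had 467.3 in ovipositing pool 16.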

How the results depend on the processing

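The G+C offset, the covariate for sample numbers 1 to 8 against 9 to 16, and every fit by DESeq's test that left out a pool were chosen after seeing the data, and the other alternatives were set before the data were examined. No paired analysis was possible because the labels do not say which pools share an F1 mother. Each sample number occurs in a single pool. The paper pooled the test females of each F1 mother by treatment, so the tests used here ignore a pairing of the design. What a paired test would call is not known. The deposited counts hold no antisense or unmapped tags, so the alternative with such tags was not run.

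The count of 1 tag at a false discovery rate of 0.1, 0% of them higher in resting females and 1 with over 1000 reads higher in ovipositing females, was the same with median-of-ratios or total-count normalization, with both stricter filters and at a threshold of 0.05. At an unadjusted p under 0.05, 1116 tags were higher in resting and 1540 in ovipositing females, a balance that was the other way with median-of-ratios normalization (1523 and 1275), total counts (1291 and 1274, narrowly), no filter (8329 and 6702), DESeq2 (1197 and 917), DESeq's exact test (2105 and 577), the covariate with the offset from read sums (1456 and 969) and 3 of 16 fits with 1 pool left out.

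It changed under other choices, given here as tags called, percentage higher in resting females, and tags over 1000 reads higher in ovipositing females. DESeq2 gave 26, 11.5% and 13. DESeq's exact test gave 322, 77.3% and 9, a reversed direction. Robust fitting gave 5, 0% and 2. Upper-quartile normalization gave 20, 5% and 7. No filter gave 281, 19.2% and 89. The numbering covariate gave 10, 0% and 4. The G+C offset gave 12, 0% and 8. Both together gave 37, 5.41% and 17, and with the offset from read sums 13, 0% and 9, all 13 among the 37. Beside these values of 0%, 1113 tags were higher in resting and 1476 in ovipositing females at an unadjusted p under 0.05 with the covariate, 1223 and 1555 with the offset, 1456 and 969 with both and read sums, and 1094 and 1413 with robust fitting. DESeq's exact test without pool 14 gave 67, 52.2% and 9, with 35 and 32 tags higher in resting and ovipositing females, and 1414 and 500 at an unadjusted p under 0.05. For 37 tags called with the covariate and the offset, 8 were in Table S2, and 6 of 100 splits within the numbering groups gave at least as many tags, so this count cannot be told apart from other such groupings. The cause was not tested for the changes under DESeq2, robust fitting, upper-quartile normalization and no filter.

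Across the 16 fits that each left out 1 pool, edgeR called from 1 to 29 tags, from 0% to 0% of them higher in resting females, and from 1 to 14 tags over 1000 reads higher in ovipositing females. For DESeq's exact test the range was from 67 to 700 tags, 52.2% to 87.5% of them higher in resting females. The number of Table S2 tags higher in resting females was 249 with TMM, median-of-ratios and total-count normalization.

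The tag called in the edgeR fit without covariate or offset had a log2 fold change of 3.45, not beyond 4, against 44 tags beyond 4 by DESeq's exact test. With the covariate and the G+C offset, edgeR did call tags beyond 4, such as tags 58080 (7.45) and 82307 (-8.56). The tag called without covariate or offset held 0.0153% of the reads, and the Table S2 tags 0.265%.

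The log2 fold changes of 3 abundant tags changed sign with the G+C offset: tag 65548 to 0.27, tag 15723 to 0.47 and tag 9184 to 0.40, and with the covariate as well to 0.28, 0.50 and 0.43. With the covariate and the offset computed from read sums they kept their sign, at -0.17, -0.22 and -0.04. Tag 82307 had reads in 1 pool, with a fold change of 0 in DESeq2 and from -8.35 to 0 with each pool left out. Among 278 values of single tags under the alternatives other than leaving out a pool, 204 were unchanged in direction and call (4 of them without an adjusted p in DESeq2), 65 came past the threshold, 2 fell below it and 7 were reversed.

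Depth limits tags of few reads: in pool 14, 71.2% of the analysed tags were at 0.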

Differences from the paper's values

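In edgeR's quasi-likelihood test 1 tag passed a false discovery rate of 0.1, where the paper reports 322, and 1 passed 0.05, where the paper reports 209. Of the alternatives set before the data were examined, DESeq's exact test with each tag's own dispersion, the test the paper's methods name, gave 322 and 209, and the fit with no filter came within 1.5 times, with 281 and 164. However, 11 of the 281 tags are in Table S2, and 80.8% of the 281 were higher in ovipositing females, where most of the paper's tags were higher in resting females. DESeq2 (26 and 16), robust fitting, the other normalizations, the stricter filters and the fits with 1 pool left out did not close the gap.

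The edgeR fit had 1 tag higher in ovipositing and 0 higher in resting females, with 1116 at an unadjusted p under 0.05, where the paper gives 73 and 249. Both values were reached by DESeq's exact test, with 73 and 249, and no other of these alternatives closed both gaps.

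The number of tags with over 1000 reads higher in ovipositing females was 1, and the paper's is 9. The values by DESeq's exact test (9), DESeq2 (13) and upper-quartile normalization (7) came within 1.5 times of it, although 0 of the 20 tags called with upper-quartile normalization and 9 of the 26 called by DESeq2 are in Table S2.

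The tag called in the edgeR fit without covariate or offset did not have a log2 fold change beyond 4, and the paper's number is 44. As the ratio of mean counts, 44 tags of Table S2 were beyond 4. The called tag held 4854 reads, against the paper's 84326, and the tags of Table S2 held 84326. None of the called tags was unique to a treatment, where the paper gives 40, the number found in the deposited counts of the Table S2 tags. The most abundant tag called ranked below 1061 others, where the paper's ranks below 362. With DESeq's exact test the most abundant called tag was in place 363.

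The log2 fold change of tag 85043 was 4.18, where the paper gives 5.37. DESeq's exact test gave 5.37 and upper-quartile normalization 4.29, closer to the paper's value than the standard error. DESeq2 (3.82) and the other normalizations did not close the gap, and 5 of the fits with 1 pool left out did.

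The tags the paper lists as higher in ovipositing or resting females had the same direction in the deposited counts. The legend of Table S2 names the columns of mean counts by treatment in the opposite order to the deposited counts, in which column A holds resting and column B ovipositing females.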

Other observations

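The tests of G+C dependence and of tag numbers were set before their results were seen, and the test on neighbouring tags was chosen only after the result was seen.

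The libraries differed in how their counts depended on the G+C content of the tag, with slopes from -7.74 in ovipositing pool 1 to 7.14 in ovipositing pool 11 on the log2 scale over the full range of the G+C share. The mean was -0.262 ± 4.64 (SD, n = 8 pools) in ovipositing and 2.13 ± 3.31 (SD, n = 8) in resting pools (two-sided exact permutation p = 0.258), so oviposition was not found to account for it. Between sample numbers 1 to 8 and 9 to 16 the exact permutation p was 0.0239.

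The number of distinct tags at an equal 110925 reads per pool ran from 9226 to 14425, a ratio of 1.56, just above the 1.5 set as the limit for depth alone to account for the differences. It did not differ between treatments (11045 ± 1101 in ovipositing and 11816 ± 2017 in resting pools, SD, n = 8 each, two-sided exact permutation p = 0.355).

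On average, tags neighbouring the Table S2 tags moved the same way. Within 1000 bp of 190 Table S2 tags higher in resting females, the tags not in that list had a mean log2 fold change of -0.27, lower than in all but 0.06% of 10000 random lists matched on mean count, whose median was -0.07. For 50 tags higher in ovipositing females, the mean was 0.31, against a median of -0.11. The sign was shared for 67.4% of the 190 tags and 66% of the 50, and not for the rest. Counting noise at single tags alone would not shift their neighbours, so some of the differences among these pools are shared by tags of the same region. The test does not separate the treatments from other differences between these 16 pools, and G+C content shared within a region was not tested.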
